A study of Mus musculus with 6 samples. Its data were reported in "BRCA mutational status shapes the stromal microenvironment of pancreatic cancer linking clusterin expression in cancer associated fibroblasts with HSF1 signaling" (2022).

How the data were processed

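RNA-seq was measured in KPC cells, a mouse pancreatic ductal adenocarcinoma line, carrying either a short hairpin RNA against Brca2 (shBrca2, 3 libraries) or a control hairpin (shControl, 3 libraries). Per the labels and the study's methods, cells were cultured, live cells were sorted, poly(A) RNA was captured, and 3' end libraries were made by a variation of MARS-seq and sequenced on an Illumina NextSeq instrument. The deposited table holds raw counts per gene symbol, 1 column per library, and the authors did not normalize these counts or pool replicates. The aligner, the counting program, the genome build, the annotation and any use of molecular identifiers are not stated. A 3' end count does not scale with transcript length, and without a statement on molecular identifiers a count is not known to be a single molecule, so errors computed from counts alone cover counting error only. The table lists 10616 genes, each with a count of at least 6 in some library, and it lists 0 mitochondrial genes. Genes outside the table were not analysed here.

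Groups were taken from the source name in the labels, and every column matched 1 library by its title. The labels give no replicate numbers shared between the groups and no batch. The study's methods mention a correction of batches in the paragraph on microdissected tissue, which also gives thresholds for shBrca2 against shControl. Whether that covers these 6 libraries is not clear, and no batch term was fitted here. Whether the 3 libraries of a group come from separate cultures is not stated in the labels. A legend in the study's supplement counts 3 mice per group for these cells, while describing them as cultured. What a replicate is therefore stays unclear. The study's methods describe lentiviral infection and puromycin selection, and do not mention separate infections for the libraries of a group. The tests therefore compare the infected cell populations. They cannot separate loss of Brca2 from other differences between these populations. Total counts ranged from 1519340 to 2452467 per library.

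Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, with median-of-ratios size factors and a likelihood ratio test of group against an intercept. This test and its thresholds follow the study's methods. A gene was called at a Benjamini-Hochberg adjusted p under 0.1, an absolute log2 fold change over 0.5 and a base mean over 5. Fold changes are shBrca2 over shControl and were not shrunken. DESeq2 gave 9997 genes an adjusted p. Of the 619 others, 618 fell under the independent filter at a base mean of 4.64 and 1 had a count outlier. The detection floor was set at 3 counts: where every shControl library was at or under this floor, the fold is given as a lower bound computed against it. Normalized counts are counts divided by size factors.

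Gene sets were tested with camera in limma 3.58.1 on voom log2 CPM with TMM factors, a preset inter-gene correlation of 0.01 and a two-sided p, over genes with at least 10 counts in at least 3 libraries, with Benjamini-Hochberg adjustment over 9 sets. The sets were heat shock chaperones, proteins the study names as secreted more by KPC-shBrca2 organoids, homologous recombination without Brca2, p53 targets, interferon-stimulated genes, cell cycle, classical subtype, basal-like subtype and YAP targets. The last 3 sets were chosen after reading the study's own list of changed genes, so they are not independent of it. The study sequenced KPC-shBrca2 and KPC-shControl cells itself, so where that list came from these libraries, a p for these 3 sets is not independent support. A list of 21 genes named in the study's text was also fixed, of which 15 were analysed here.

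The genes named in the text were Brca2, the listed study genes and, in each direction, the 6 called genes with the largest absolute log2 fold change and the 4 with the smallest p among the other called genes, limited to genes whose normalized counts did not overlap between the groups. This rule, the tests, the thresholds, the gene lists and the first group of alternatives were fixed before the data were examined. The alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr), the DESeq2 Wald test, TMM factors or total counts as size factors, removal of ribosomal protein genes, other low-count filters, a base mean over 20, an adjusted p under 0.05, no fold change minimum, and each library left out in turn. For the sets they were an estimated correlation, fry, total counts without TMM, a mean of at least 1 count per library, and likelihood ratio statistics in place of voom values. Removal of each library's loess trend (span 0.5) on transcript GC content or length, and 1 surrogate variable from sva 3.50.0, were chosen after seeing the data.

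Positions, transcript length and GC content came from GENCODE vM39 on GRCm39, which may differ from the annotation used for counting. Of the 10616 symbols, 10342 matched directly, 110 matched through an older symbol and 164 had no match. Length and GC are those of the longest transcript. As the use of strand in counting is not stated, counts are also uncertain for named genes that overlap a gene on the opposite strand, among them Tm4sf4, Lgals2, Thbs1, Slc2a6, Sidt2, Smtn, D17H6S56E-5, Ccnd1, Fn1, Clu, Hsf1 and Cd274. The pipeline was tested on simulated counts for 10616 genes, drawn from the real means, dispersions and size factors, with 200 genes changed by 1.5 on the log2 scale. The changed genes were drawn only from genes with a mean normalized count over 20. DESeq2 called 89.5% of the 200 changed genes and 13 unchanged genes, and edgeR called 88.5% and 15. The shares of changed genes called do not cover genes with lower counts, among them Thbs1, Hap1 and Cd274. In a further simulation with a GC trend and an X-linked shift of 0.4 on the log2 scale, 0.382 was recovered after GC correction over 223 X-linked genes.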

Results

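To ask how the transcriptome of the cancer cells themselves differs with knockdown of Brca2, 6 libraries of cultured KPC cells were compared. Of these, 3 carried a hairpin against Brca2 (shBrca2) and 3 a control hairpin (shControl). Separate infections within a group are not described. A difference between the groups may thus come from loss of Brca2 or from another difference between the infected populations. The shBrca2 libraries held 1519340, 2193819 and 2358350 counts, and the shControl libraries held 2097277, 2452467 and 2043470. Total counts did not differ between the groups (exact permutation test, two-sided, p = 0.8, where 3 against 3 libraries cannot give a p under 0.1). Between 10532 and 10593 of the 10616 listed genes were detected in each library. Pearson's r of log2 normalized counts, across genes with a mean of at least 10 counts, ranged from 0.941 to 0.971 for the 6 pairs within a group and from 0.933 to 0.970 for the 9 pairs between groups. Genes are not independent replicates, so these values describe the libraries only. The chi-square per degree of freedom of a pair within a group was at least 4.33, so no pair matched within counting noise. This does not show that the libraries came from separate cultures, and they were used as replicates because the labels list them as separate samples.

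The targeted gene was examined first. Brca2 (ENSMUSG00000041147, chromosome 5, 150446057 to 150496080 on the plus strand of GRCm39, protein coding) had raw counts of 10, 11 and 14 in the shBrca2 libraries and 33, 52 and 33 in the shControl libraries. Its normalized count was 12.1 ± 1.62 (SD, n = 3) in shBrca2 and 36.5 ± 6.14 (SD, n = 3) in shControl. The log2 fold change was -1.61 with a standard error of 0.44 (DESeq2 likelihood ratio test, adjusted p = 0.029), and the libraries followed their labels. Brca2 ranked 3 by log2 fold change and 32 by p among the genes called lower. The counts were low, and the call was not stable when a library was left out. The adjusted p rose to 0.371 without shControl replicate 2, with a log2 fold change of -1.46. The adjusted p was 0.233 without shBrca2 replicate 3 and 0.152 without shBrca2 replicate 2. Brca2 overlaps the noncoding gene Gm42531 on the same strand and N4bp2l1 on the opposite strand, and the use of strand in counting is not stated, so its count is uncertain.

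Across all genes, 127 were called between shBrca2 and shControl by the DESeq2 likelihood ratio test, 77 higher and 50 lower in shBrca2. An unadjusted p under 0.05 was found for 884 genes. The median absolute log2 fold change of the called genes was 0.914, and 55 changed by more than 1 on the log2 scale, 36 higher and 19 lower. Leaving out shBrca2 replicate 3 moved the count most, to 47 called genes, of which 46 were among the 127. The edgeR quasi-likelihood test called 121 genes, 78 higher and 43 lower, and 101 genes were called by both tools. A different split of the 6 libraries, which mixes the groups, gave 142 called genes, of which 0 were among the 127.

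**Figure D1:**
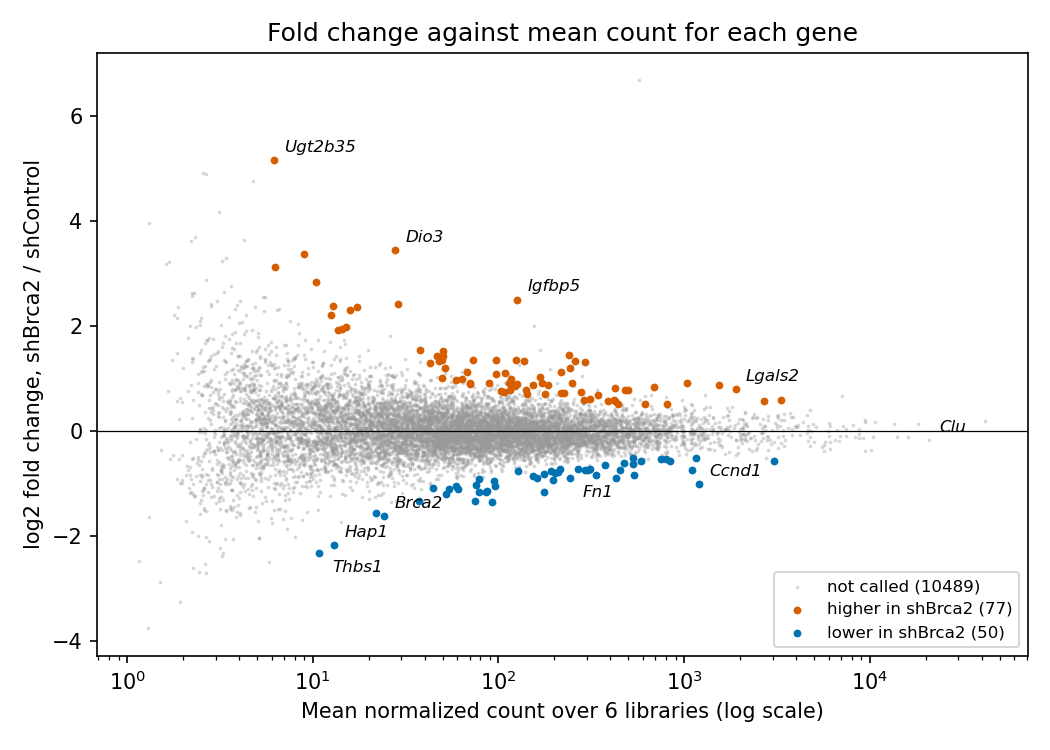
Each point is 1 gene, with its mean normalized count over 6 libraries on the x axis (log scale) and its log2 fold change of shBrca2 over shControl on the y axis. The 77 genes called higher and the 50 called lower are colored, and Brca2 lies at -1.61. The uncalled point at 6.68 is Mir692-1, whose counts came almost wholly from 1 library.

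Among genes higher in shBrca2, Igfbp5 (chromosome 1, 72897091 to 72914043, minus strand) had the smallest p. Its normalized count was 215 ± 22.7 (SD, n = 3) in shBrca2 and 37.8 ± 2.96 (SD, n = 3) in shControl, with a log2 fold change of 2.51 ± 0.24 (SE) and an adjusted p of 1e-21 by DESeq2. Dio3 (chromosome 12, 110245502 to 110247531, plus strand) rose from 4.67 ± 0.548 to 50.98 ± 11.8 normalized counts (SD, n = 3), a log2 fold change of 3.45. Ugt2b35, Sult1d1 and Glyat were at or under 3 counts in every shControl library. They were at least 3.97-fold higher in shBrca2 for Ugt2b35, at least 5.39-fold higher for Sult1d1 and at least 3.69-fold higher for Glyat, relative to a floor of 3 counts. Their adjusted p-values by DESeq2 were 0.00343, 0.0117 and 0.0904 in that order. UGT2B genes form a family of close paralogs, so the assignment of reads to Ugt2b35 is uncertain. Fabp1 had a log2 fold change of 2.85 with an adjusted p of 0.0193 by DESeq2, at a base mean of 10.4. Tm4sf4 (log2 fold change 1.45), Anxa13 (1.33), Il1rn (0.88) and Lgals2 (0.80), chosen by p among the other called genes, had adjusted p-values between 3.55e-09 and 5.73e-07 by DESeq2. Lgals2 had 2407 ± 18.6 normalized counts (SD, n = 3) in shBrca2 and 1380 ± 59.2 (SD, n = 3) in shControl.

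Among genes lower in shBrca2, and with Brca2 left out of the order, Thbs1 and Hap1 showed the largest decreases, with log2 fold changes of -2.31 and -2.17, at base means of 10.84 and 12.98. Each lost its call in 4 of the 6 fits that left out 1 library. Hap1 kept it without shControl replicate 3 (adjusted p = 0.0793 by DESeq2), while Thbs1 had no adjusted p there. Neither had an adjusted p without shBrca2 replicate 2, so Thbs1 was called in 0 of the 6 fits. Hap1 also overlaps a noncoding gene on the same strand, so its count is uncertain. Slc2a6 (-1.56), Sidt2 (-1.35) and Smtn (-1.33) followed. The smallest p belonged to Trim47 (chromosome 11, 115996578 to 116018036, minus strand), which fell from 243 ± 19.6 to 110 ± 6.91 normalized counts (SD, n = 3), a log2 fold change of -1.16 ± 0.20 (SE) with an adjusted p of 5.44e-06 by DESeq2. Trim47 overlaps Trim65 on the same strand, so its count is uncertain. Ccnd1 (chromosome 7, 144483668 to 144493662, minus strand), which encodes cyclin D1, fell from 1610 ± 236 to 802 ± 194 normalized counts (SD, n = 3), a log2 fold change of -1.01 ± 0.19 (SE) with an adjusted p of 4.53e-05 by DESeq2. D17H6S56E-5 had a log2 fold change of -0.74 and an adjusted p of 4.46e-05 by DESeq2.

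The genes that the study's text names as fibroblast markers, stress factors, secreted proteins or checkpoint ligands were then examined. The study reports them in other cells or assays, such as stellate cells, fibroblasts, patient stroma or organoid medium, in part as protein. Their RNA in cultured cancer cells does not test those reports. Of 21 genes listed, 15 were analysed here, and Muc5b, Acta2, Il6, Reg3b, Reg3g and Gc were not analysed here. Only Fn1 was called over all genes tested, and the count adjusted over the list alone was also 1. Fn1, which encodes fibronectin, lies on chromosome 1 (71624673 to 71692419, minus strand). It fell from 317 ± 34.0 to 171 ± 11.3 normalized counts (SD, n = 3), a log2 fold change of -0.89 ± 0.18 (SE), with an adjusted p of 0.000524 by DESeq2 over all genes and 1.89e-05 over the list alone. Clu, which encodes clusterin, was the gene with rank 2 by total count in the table. It took 0.956 ± 0.140% of counts in shBrca2 and 1.07 ± 0.0725% in shControl (SD, n = 3), and its log2 fold change of -0.17 ± 0.15 (SE) was within the spread between replicates (adjusted p = 0.87 by DESeq2). Hsf1 had a log2 fold change of -0.42 ± 0.22 (SE) and Hsp90aa1 one of -0.46 ± 0.31 (SE), with adjusted p-values of 0.589 and 0.767 by DESeq2. Hsp90aa1 overlaps a noncoding gene on the same strand, so its count is uncertain. Hspa1a, which has a near-identical copy in the genome, had a log2 fold change of -0.01 ± 0.32 (SE). Besides Fn1, the smallest adjusted p in the list was 0.589. Cd274 had a base mean of 5.35 and a log2 fold change of 0.485 ± 0.896 (SE), so a small difference was not detectable at this depth.

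**Figure D2:**
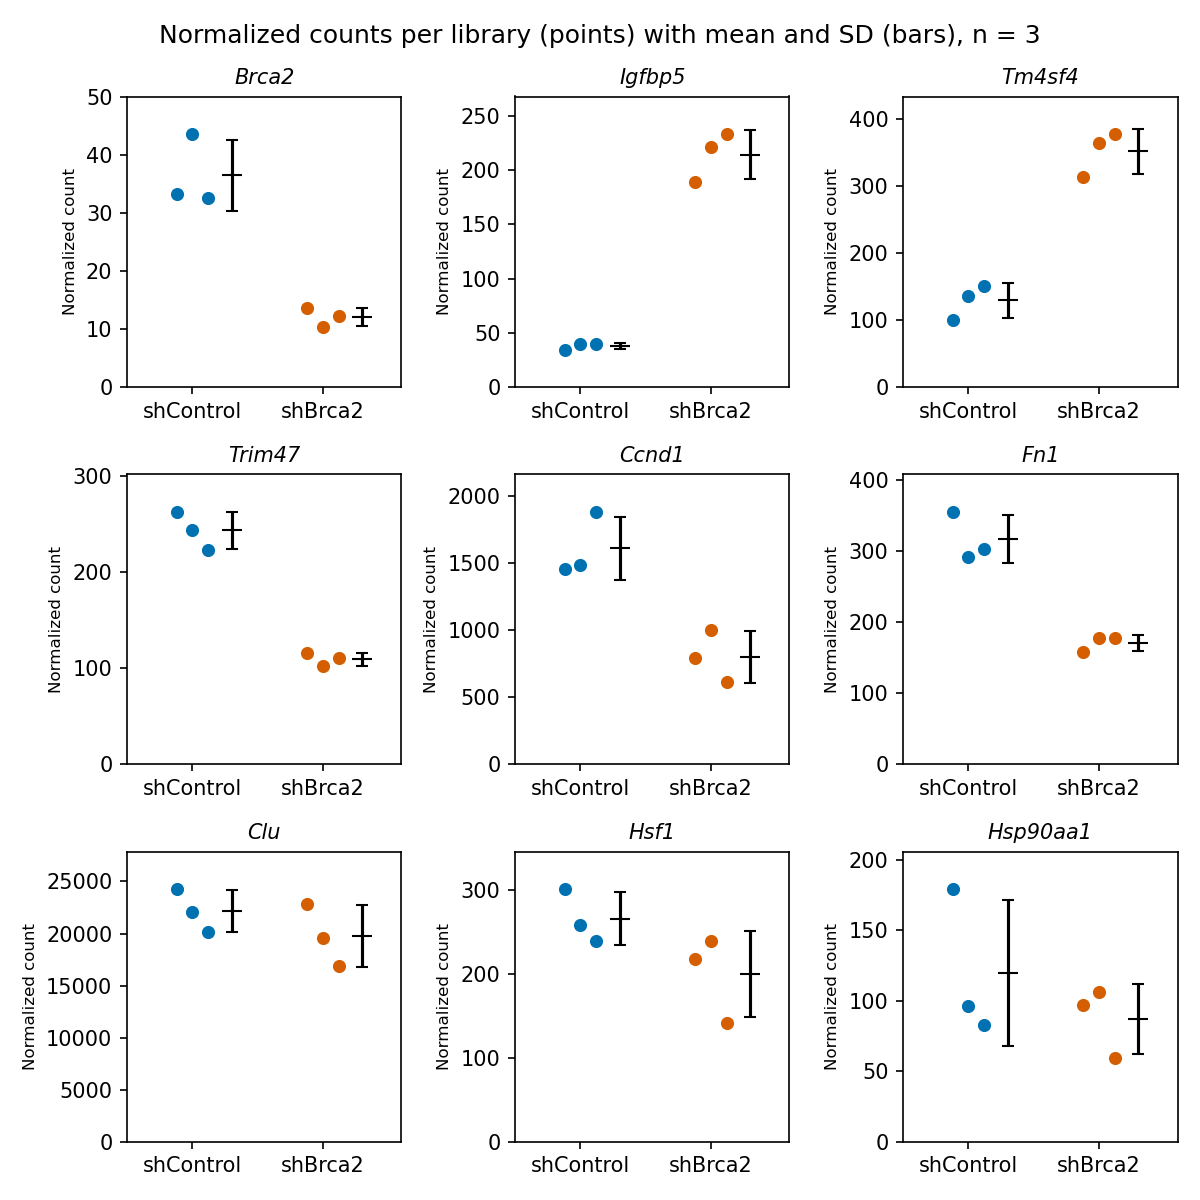
Normalized counts of 9 genes in each library, with points for the libraries and bars for the mean and SD of the 3 libraries of each group. Brca2, Igfbp5, Tm4sf4, Trim47, Ccnd1 and Fn1 separate the groups, while Clu, Hsf1 and Hsp90aa1 overlap.

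Preset gene sets were compared to ask whether heat shock signalling, DNA repair, growth or tumor subtype programs shifted together. By camera in limma, 2 of 9 sets passed an adjusted p under 0.1. The cell cycle set was lower in shBrca2, with a median log2 fold change of -0.16, 29 of 38 genes lower and an adjusted p of 0.0403. The basal-like subtype set was higher, with a median of 0.25, 5 of 7 genes higher and an adjusted p of 0.0403. This set, like the classical subtype and YAP target sets, was chosen after reading the study's own list of changed genes. Its p is therefore not independent support. The cell cycle and basal-like sets kept an adjusted p under 0.1 under fry (0.0431 and 0.0175). Neither did with an estimated correlation (0.203 for both). Of the basal-like genes, Krt7 and Tns4 were called, with log2 fold changes of 1.21 and 1.29 (chosen for mention after their values were seen). The homologous recombination set had a median of -0.16 and an adjusted p of 0.169, and the YAP target set a median of -0.22 and an adjusted p of 0.169. Under fry both had an adjusted p of 0.0175. Transcripts of the named secreted proteins did not pass by camera (direction lower, adjusted p of 0.192), and had 0.0711 under fry. The median of the 4 genes was -0.064, with 2 higher and 2 lower, and only Fn1 was called. The study measured these proteins in medium of organoids, while RNA of cultured cells was measured here. The lower Fn1 RNA runs opposite to the direction the study names for the secreted protein, and does not test it. The heat shock chaperones had a median log2 fold change of 0.02 over 20 genes and an adjusted p of 0.82. The p53 targets, the interferon-stimulated genes and the classical subtype set also had an adjusted p of 0.82, with medians of -0.01, -0.02 and 0.03.

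**Figure D3:**
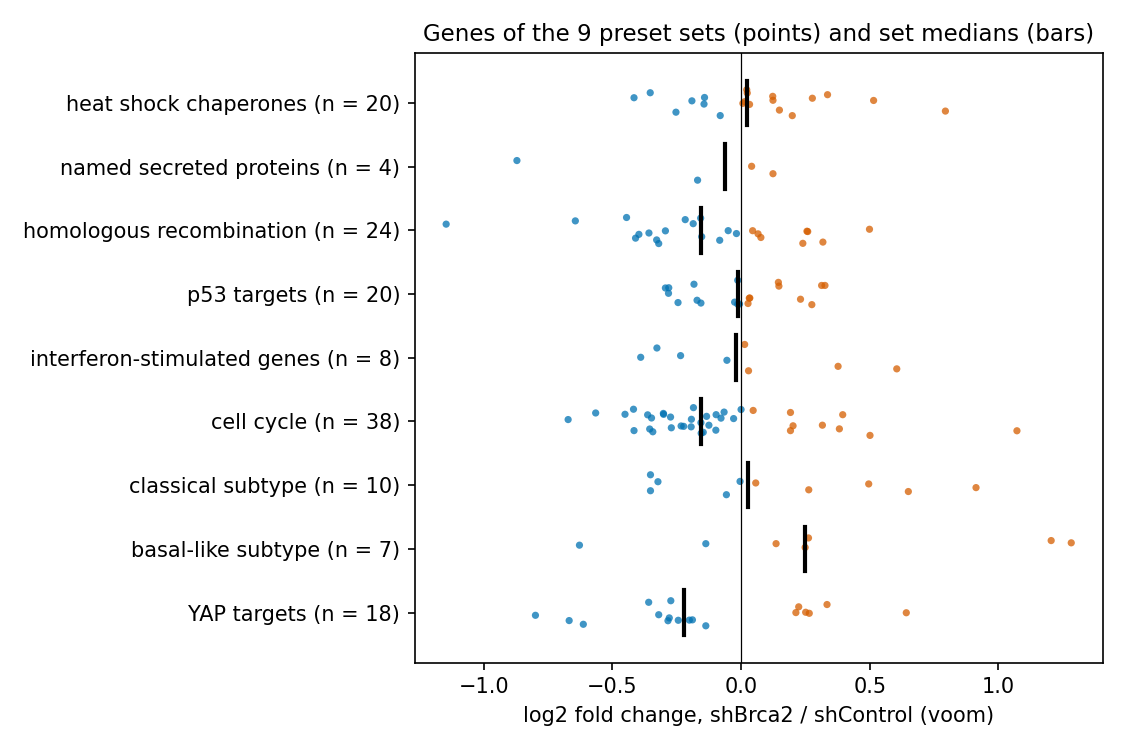
Each point is 1 gene of a preset set, placed by its log2 fold change of shBrca2 over shControl on the x axis, and each bar is the median of the set. The cell cycle median lies at -0.16 and the basal-like median at 0.25, while the heat shock chaperones centre on 0.02. The basal-like, classical and YAP sets were chosen after reading the study's own list of changed genes.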

Values the study reported

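The study reported that Brca2 was among the top 20 downregulated genes in KPC-shBrca2 cells against KPC-shControl cells. Its methods give the thresholds for a changed gene in KPC samples as an adjusted p under 0.1, an absolute log2 fold change over 0.5 and a base mean over 5.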

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

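The count of called genes stayed within 1.5 times of 127 under every alternative that kept all 6 libraries and all their counts, from 94 at an adjusted p under 0.05 to 152 with 1 surrogate variable. With every library drawn down to the smallest total, from 86 to 102 genes were called over 10 draws. Of the 127 genes, 101 were called by edgeR, 112 with TMM factors in DESeq2, 86 with the GC trend removed and 99 with the surrogate variable. The GC, length and surrogate variable corrections were chosen after seeing the data. With the GC trend removed, the genes called lower dropped to 32, of which 28 were among the 50, and the cause was not tested. Across the 6 fits that each left out one library, the called genes ranged from 47 to 140, the higher genes from 32 to 98 and the lower genes from 15 to 45. The count was 47 without shBrca2 replicate 3, 55 without shControl replicate 2 and 81 without shBrca2 replicate 1, and fewer samples lower the power of each fit. The share of calls that were higher was 60.6% in all and ranged from 56.6% to 64.5% over the scaling alternatives and edgeR. It varied more when a library was left out, from 49.4% without shBrca2 replicate 1 to 72.7% without shControl replicate 2. With the GC trend removed the share was 68.9%. The excess of higher calls was therefore not stable. No scaling moved the median log2 fold change of all genes by over 0.1.

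The log2 fold change of Brca2 ranged from -1.70 to -1.46 across the 6 fits that each left out one library, and 3 of these fits lost the call. With all libraries its adjusted p ranged from 0.0116 to 0.0499, except that DESeq2 gave none with TMM factors because of the filter on low means. Fn1 was the 1 study gene called under every alternative.

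The cell cycle set had an adjusted p of 0.203 with an estimated correlation and from 0.0421 to 0.176 across the 6 fits that each left out one library, the highest without shControl replicate 1 and 0.159 without shBrca2 replicate 2. The basal-like set had 0.203 with an estimated correlation and from 0.0405 to 0.107 across those fits, the highest without shControl replicate 3. Some sets passed only under other tests. Under fry the adjusted p was 0.0175 for homologous recombination, 0.0175 for YAP targets and 0.0711 for the named secreted proteins. With likelihood ratio statistics it was 0.078 for the YAP targets and 0.078 for the named secreted proteins. With a mean of at least 1 count per library it was 0.0617 for the YAP targets. For homologous recombination, likelihood ratio statistics gave 0.172, and 0.0119 once the GC trend was also removed. That removal raised the YAP targets to 0.231 and the named secreted proteins to 0.211, so neither passed there. The cause was not tested for these sets. The heat shock chaperones reversed direction at an adjusted p of 0.888 with a mean of at least 1 count per library. Across the 6 fits that each left out one library, the adjusted p ranged from 0.525 to 0.972 for the heat shock chaperones, from 0.768 to 0.981 for the p53 targets and from 0.497 to 0.972 for the classical subtype, with reversed directions in some fits and medians near 0.

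Among single named genes other than Brca2, 523 of 570 comparisons with an alternative kept direction and call, 36 were weaker, 0 were stronger and 11 reversed. A further 57 comparisons gave no value and are not among the 570, all for genes with a base mean of at most 22.02. The 570 include study genes other than Fn1, which had no call to lose. They also include the alternatives on adjusted p, base mean and fold change minimum, which reuse the main fit and cannot change direction. The 523 therefore overstate how stable the calls were. The reversed values belonged to genes near 0. Atf4 moved to a log2 fold change of 0.13 with the GC trend removed, to 0.005 with the length trend removed, and ranged from -0.13 to 0.07 across the 6 fits that each left out one library. Hspa1a moved to 0.17 with the GC trend removed, 0.01 with the length trend removed, 0.041 with 1 surrogate variable and from -0.097 to 0.069 across those 6 fits. Across those fits Pxdn ranged from -0.046 to 0.13 and Pvr from -0.292 to 0.012, and both changed direction only without shBrca2 replicate 2. The calls of Thbs1, Hap1, Slc2a6, Smtn, Glyat and Fabp1 were not stable, as each was lost in at least 2 fits that left out a library. Their base means ran from 6.25 for Glyat to 37.2 for Smtn. Dio3, at a base mean of 27.83, kept its call in all 6 fits. Low counts may have contributed, but the cause was not tested. Low counts limit Ugt2b35 and Glyat, which each had no value in 10 of 19 alternatives. Low counts limit Sult1d1 too, which had no value in 8 and lost its call at an adjusted p of 0.126 by DESeq2 without shControl replicate 2. With the GC trend removed, Glyat, Slc2a6 and Smtn also lost their calls (adjusted p of 0.158, 0.169 and 0.118 by DESeq2). Slc2a6 lost its call with 1 surrogate variable as well (adjusted p of 0.168 by DESeq2). An adjusted p that DESeq2 left out was not counted as a lost call.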

Other observations

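The tests over splits for the counts of called genes and for the X-linked shift, on the surrogate variable for called genes, on windows of the X chromosome and on GC content for chromosome 4 were chosen only after the result was seen.

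The main axis of variation did not follow the groups. The first principal component of log2 normalized counts took 41.1% of the variance, with shBrca2 replicate 1 (-0.42), shBrca2 replicate 3 (-0.42) and shControl replicate 1 (-0.18) on one side and shControl replicate 3 (0.74) far on the other. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave at least 127 called genes: the real one, and the split that sets shBrca2 replicates 1 and 3 with shControl replicate 1 against the rest, which gave 142. The other 8 splits gave at most 1. As many genes in 1 direction as the 77 higher or the 50 lower were also given by 2 of the 10 splits, and 1 of the 10 splits, the real one, called any study gene. With 10 splits no share can fall under 0.1. The 142 genes shared 0 with the 127, and 126 of them were higher in the first 3 libraries, among them Tpm4, Acot9 and Errfi1 (chosen after their values were seen). Tpm4 had 1040, 665 and 929 normalized counts in those 3 libraries and 250, 200 and 156 in the others. GC content as the whole source is argued against: after each library's GC trend was removed, the first component kept its order (absolute r of 0.994 with the uncorrected one). It also kept it after removal of the length trend (1) and at equal depth (at least 0.999 over 10 draws). A difference in handling or library preparation, or in the state of the cultures, stays open and was not tested, since the labels give no batch and it is not clear whether the batches in the study's methods cover these libraries. For the genes called between shBrca2 and shControl, 86 of 127 stayed called with the GC trend removed, 126 with the length trend removed and 99 with a surrogate variable for the hidden axis. At equal depth from 84 to 91 of the 127 stayed called over 10 draws, which also lower the power by discarding counts, and a median of 124.5 kept direction and a log2 change over 0.5. These values argue against each of these sources as the cause of most calls. The hairpin and chance in which libraries fell together cannot be told apart as sources of the count, since 10 splits are too few.

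X-linked genes were higher in shBrca2 as a set. Over 219 X-linked genes that were not called, the median log2 fold change lay 0.344 above that of 8541 autosomal genes, a factor of 1.27, and 88.1% were on the higher side. The deviation of X-linked genes was 0.17, 0.21 and 0.19 in the shBrca2 libraries and -0.11, -0.19 and -0.16 in the shControl libraries (0.187 ± 0.0207 against -0.154 ± 0.0418, mean and SD, n = 3, exact permutation test, two-sided, p = 0.1, the smallest possible). The largest median of an autosome was 0.14, on chromosome 13. GC content is argued against as the whole source, since the shift was 0.284 after correction. So are the hidden axis, with 0.364 under a surrogate variable, and depth, with at least 0.323 at equal depth. A shift of only part of the chromosome is argued against by the windows of 40 genes, of which the lowest had a median of 0.223 after GC correction. Of the 10 splits, 1 gave a shift as large, the real one, and the largest of the others was 0.151. The difference between the groups was larger than the spread within them, although 10 splits cannot give a share under 0.1. Genes of the Y chromosome were detected in all 6 libraries. A candidate explanation is that the shBrca2 cells carry more copies of the X chromosome per genome than the shControl cells, as could arise by chance when a line is selected after infection. The pattern was first noticed among called genes, and the test on genes that were not called was set before their values were seen. Their 88.1% on the higher side is what more copies predict, but any change that acts on the whole chromosome predicts it too, so it does not single out copy number. DNA was not analysed here. If so, X-linked calls need care: 9 of the 127 called genes were X-linked and all 9 were higher, against 3.58 expected, and 5 of them exceeded the shift by over 0.5.

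Genes on distal chromosome 4 were lower in shBrca2. Among 399 autosomal windows of 40 genes, the largest shift after GC correction was -0.290 on chromosome 4 (144699192 to 152073482 on GRCm39). In a permutation test with 1000 shuffles of autosomal gene positions, the largest window was never as far from 0 (p = 0.001, the smallest they can give). The uncorrected median was -0.356, so GC content is argued against as the whole source. The window lay from -0.164 to -0.097 in the shBrca2 libraries and from 0.099 to 0.175 in the shControl libraries. The largest autosomal window in any other split was 0.245. In all, 4 autosomal windows lay beyond the 95th percentile of the shuffles (0.217), 3 on chromosome 4 and 1 on chromosome 19, and 1 of the 3 on chromosome 4 was higher. The shift was not confined to that window. After GC correction every chromosome 4 window starting at or beyond 99082118 was negative, from -0.069 to -0.290, up to the last, which ends at 156319392. The higher window lay at 46493781 to 62345252 (0.224). All windows of chromosome 13 were positive, from 0.027 to 0.152, so a run of 1 sign does not by itself give the source. A difference in copy number between the cell populations may underlie the chromosome 4 shift, as may regulation shared by neighbouring genes, and neither was tested further.

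Fold changes fell with GC content (Spearman's rho of -0.370 across genes, which are not independent replicates). Called higher genes had a median transcript GC of 46.3% and called lower genes 54.6%. The rho of each library's deviations with GC was at most -0.0531 in the shBrca2 libraries and at least 0.0483 in the shControl libraries. The trends separate the groups, but they also differed within a group, from -0.385 to -0.0531 among the shBrca2 libraries. Of the mixed splits, which each keep part of the contrast between the groups, the strongest gave a rho of 0.306 and of -0.302. A technical GC bias and an effect of the hairpin cannot be told apart, because the trends follow the groups.

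For the gene sets, a p as small as the real one was given by 1 of the 10 splits, the real one, for cell cycle, basal-like subtype, homologous recombination and YAP targets, by 2 for the named secreted proteins, by 4 for interferon-stimulated genes, by 6 for the classical subtype and by 8 each for heat shock chaperones and p53 targets. The basal-like, classical and YAP sets were chosen after reading the study's own list of changed genes. This may have favoured the real split in advance, so their split counts are not independent support. The cell cycle set stayed lower with the GC trend removed (unadjusted p of 0.00103 by camera on likelihood ratio statistics), which argues against GC content as its whole source. The basal-like set had an unadjusted p of 0.073 without Krt7, against 0.00522 with it, so the set result may rest on that gene, although leaving out the most changed gene weakens any set of 7.

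Mir692-1 had 3585 counts in shBrca2 replicate 2 and from 6 to 23 in the other 5 libraries. DESeq2 gave it no p because of this outlier. It was chosen after its values were seen, and no explanation was tested.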
